A study of Mus musculus with 2 samples. Its data were reported in "Downregulation of miR-142a Contributes to the Enhanced Anti-Apoptotic Ability of Murine Chronic Myelogenous Leukemia Cells" (2021).

How the data were processed

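MiRNA levels were measured in bone marrow LSK cells (lineage-negative, c-Kit-positive and Sca-1-positive cells, the fraction that holds hematopoietic stem cells and early progenitors) of C57BL/6 mice that carry a tet-off BCR/ABL transgene driven through Scl-tTA. Per the labels, the mice were kept on doxycycline in the drinking water (20 mg/L), which holds the transgene off, and LSK cells were sorted at week 0 (group 0W_LSK) and week 3 (group 3W_LSK) after its withdrawal. Cells of 3 mice were mixed in each group and hybridised to 1 array per group, so the data hold 2 arrays. Groups were taken from the time given in the labels. Both arrays lay on 1 slide, so slide did not separate the groups.

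Total RNA was labelled with Cy3 and hybridised to an Agilent mouse miRNA array. Per the file headers, the authors extracted the scans with Feature Extraction 10.7.1.1. The deposited scanner files give intensity values per spot: a mean signal, a background signal and a processed signal that is background-subtracted, with no normalization between arrays. They also give a detection flag for each miRNA and a total signal per probe and per miRNA. Each array held 58594 spots, of which 56430 belonged to 1881 mouse miRNAs at 30 spots each. Most miRNAs had 2 probes of different length (1493 miRNAs), and the others had 1 to 4. The authors also deposited a table of normalized signals, which per the study's methods was quantile normalized with the AgiMicroRna package; its background step and summary of spots are not given in the sources used here. Set against the scanner files, the deposited table was on a log2 scale, with slopes of 0.990 and 0.993 on the log2 median processed signal of the detected miRNAs; its column medians were 2.48 at week 0 and 2.48 at week 3. The values deposited in the series table equalled those of the normalized table to within 4.92e-09. The flags of the authors' table matched the scanner's detection flag for 3762 of 3762 values.

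For the present values, control spots and spots marked as outliers by the scanner software (1941 at week 0 and 1600 at week 3) were left out, the processed signals of the spots of a probe were averaged, and the probe means were summed over the probes of a miRNA. No miRNA spot was saturated (0 on each array). The sums were quantile normalized over the 1881 miRNAs, set to a floor of 0.5 and log2 transformed. With 2 arrays this scaling gives equal values to miRNAs of equal rank, so a miRNA that ranks first on both arrays has a difference of 0.00 whatever its signals. Without normalization the median log2 difference of the miRNAs detected on both arrays was -0.18, against -0.04 after it.

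The design written before the data were examined named another column as the main one, the scanner's total signal per miRNA, and gave the summed probe means only for the case that this column was missing. The column was present, but it did not hold the sum over probes that the design assumed. Where every probe of a detected miRNA was detected, it equalled the sum of the detected probes' totals within 5% for all miRNAs (0 of 251 array values were off). Where a probe was undetected, 105 of 120 array values were off by over 5% (87.5%), with a median ratio of 5.91 at week 0 and 5.11 at week 3 and a highest ratio of 148. Undetected miRNAs held an error estimate in place of a signal. Why the column departs from its probes is not known. The summed probe means were therefore used as the main values. This choice was made after the group differences under the total signal, the summed probe means, the authors' table and an RMA-like summary had all been seen; it is not the planned main setting, and leaving out outlier spots was not written there either. The values under the planned column are given in the closing section, and they reverse the direction of several miRNAs named in the report.

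A miRNA was taken as detected where the scanner software flagged it, which required a probe total above 3 times its error. Counts of higher and lower miRNAs used the thresholds of the study (ratio of week 3 to week 0 of at least 1.5 or at most 0.67) and a second threshold of 2-fold, over miRNAs detected on at least 1 array. For a miRNA detected on 1 array only, its value on that array was also set against the higher of the lowest detected value and its own value on the other array. Where its own value was the higher, this equals the plain difference, and where not, it depends on the lowest detected value, so neither is a lower bound. With 1 array per group there is no replicate check, and no test between the groups was made. Errors are standard errors over the replicate spots within the arrays, combined over both arrays; they cover technical error within an array and not differences between mice. The number of arrays limits the precision.

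Lists of miRNAs were fixed before the data were examined: stem and progenitor cells, myeloid differentiation, markers of erythroid, lymphoid and stromal or endothelial cells, miRNAs of other tissues as negative controls, the miR-17-92 cluster with its paralogs, the let-7, miR-30, miR-181, miR-29, miR-15/16 and miR-26 families, miR-34 with other p53-induced miRNAs, the Dlk1-Dio3 cluster, miRNAs the study selected, and all miRNAs with a number of 1000 or higher. Part of the study's supplementary list of changed miRNAs, with values from these arrays, was visible by then, so no list is fully blind to these data. For lists with at least 3 detected members, the median difference was placed among the medians of 10000 random lists of the same size matched on mean signal, as a description of these arrays. The miRNAs named in the text were chosen by a rule set before the data were examined: the 10 highest and 10 lowest of those detected on both arrays and past 1.5-fold, the 3 detected on 1 array only with the largest such difference each way, the 5 brightest per array, both arms of miR-142a, the detected miRNAs the study selected, and up to 4 detected members per list with the largest absolute difference. Not every miRNA that the rule takes is named.

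The steps were tested on simulated data. An array drawn from the week 0 probe means and spot spread, with 10 miRNAs at each of several known folds among 1881, gave a median log2 difference of 1.49 for a 3-fold rise (9 of 10 past the threshold), -1.59 for a 3-fold fall (10 of 10), 0.90 for a 2-fold rise (10 of 10) and -1.07 for a 2-fold fall (10 of 10). Of 138 unchanged detected miRNAs, 1 passed. Both simulated arrays came from the week 0 probe means with spot error and a scale factor only. They hold no difference between pools or hybridisations, so this is no rate of false calls for the real comparison. Of 40 random lists, 1 fell under the 5th or over the 95th percentile.

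Alternatives covered the scaling between arrays (75th percentile, none, or quantile over the miRNAs detected on both arrays), the summary (an RMA-like summary with normexp at an offset of 50, or the brightest probe), the authors' table, a floor of 8, filters on detection and signal, and the use of odd or even spots alone. Analysis used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, R 4.3.3 with limma 3.58.1, and matplotlib 3.10.9. Gene names and neighbours came from RefSeq genes of GRCm38.p6, in which 52 of the 68 miRNAs taken by the rule had a gene of that name. Probe positions are those of the scanner files, whose header names mm9. Of 80 detected miRNAs with a single position and a gene of that name, 4 lay within the GRCm38.p6 gene and 76 did not, so the build of those 4 is uncertain. Messenger RNA sequencing was not analysed here.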

Results

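The data collected were miRNA array signals of sorted BM LSKs from Scl/tTA-BCR/ABL mice, a tet-off model in which taking doxycycline out of the drinking water switches on the BCR/ABL fusion gene of chronic myeloid leukemia. The question was how miRNA levels of LSKs differ between week-0, with the transgene off, and week-3 after withdrawal. There was 1 array per group, each a pool of 3 mice, so the values have no replicate check and no test was possible. No pool without the transgene was taken off doxycycline in parallel. Effects of doxycycline withdrawal, of time and of the single pools therefore cannot be told apart from those of BCR/ABL. Errors are standard errors (SE) over spots within the arrays. Of 1881 mouse miRNAs, 178 (9.46%) were detected at week-0 and 193 (10.3%) at week-3. Of these, 158 were detected on both arrays, 20 at week-0 only and 35 at week-3 only. The median signal of detected miRNAs was 85.3 at week-0 and 71.4 at week-3, against 4.34 and 3.69 for the negative control spots.

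MiRNAs typical of stem and progenitor cells were lower at week-3, as were those of the miR-181 family, whereas miR-494-3p, miR-223-3p, miR-18a-5p and many miRNAs with late registry numbers were higher. At the 1.5-fold threshold 55 miRNAs were higher and 61 lower among those detected on at least 1 array. Among the 158 detected on both arrays, 30 were higher and 42 lower. All 72 differences exceeded 1.96 times the SE over spots, but no SE of these 158 was above 0.22. Every difference past 1.5-fold was thus bound to exceed it, and the check adds no evidence. At 2-fold, 32 were higher and 33 lower. For miRNAs detected on 1 array only, an undetected signal under the lowest detected one was raised to it, and 12 higher and 19 lower miRNAs then passed 1.5-fold. The lowest detected log2 signal was 4.07 at week-0 and 2.71 at week-3. The step therefore shrinks rises more than falls, and the balance of higher and lower counts cannot be read from it. The differences of these miRNAs are estimates that depend on the processing and not lower bounds. The profiles had a Pearson r of 0.899 and a Spearman rho of 0.856 across the 158 miRNAs, which are not independent replicates. Without normalization between arrays the counts were 43 higher and 76 lower, so the share of higher miRNAs went from 47.4% to 36.1%. An RMA-like summary with an offset on the background left 11 higher and 10 lower. Its offset of 50 draws ratios of dim miRNAs toward 1 by construction. For a dim miRNA, a value short of 1.5-fold under this summary therefore says little about its change.

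**Figure D1:**
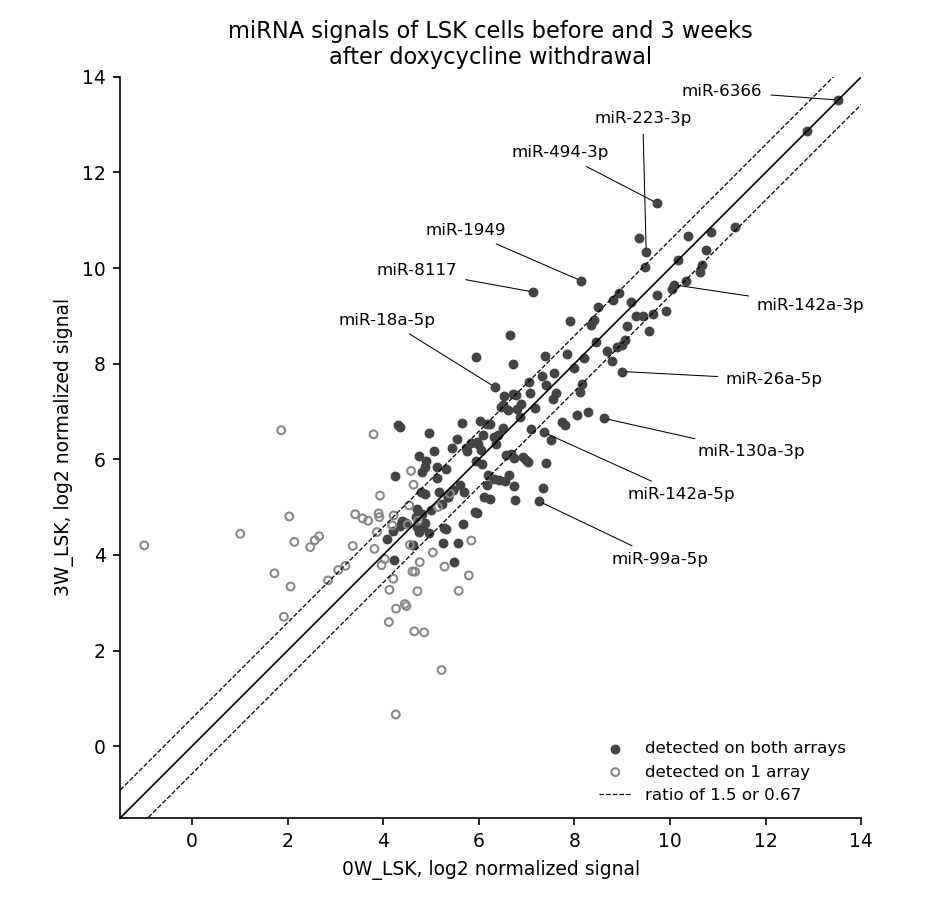
Log2 normalized signal of each detected miRNA at week-0 (x axis) and week-3 (y axis), 1 array per group; filled points were detected on both arrays and open points on 1, the solid line marks equal signals and the dashed lines ratios of 1.5 and 0.67. miR-99a-5p and miR-130a-3p lie well below the line, with log2 differences of -2.13 and -1.75, and miR-8117 and miR-494-3p above it, with 2.37 and 1.63; miR-6366 lies on it because it ranked first on both arrays.

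Of 16 miRNAs known from hematopoietic stem and progenitor cells, 14 were detected, all 14 had a lower signal at week-3, and 13 passed 1.5-fold. Their median log2 difference was -1.68, which corresponds to 3.20-fold lower, and -1.58 with undetected signals of the members raised to the lowest detected one. It was -0.52 with the RMA-like summary, short of 1.5-fold, where all 14 stayed lower and 5 passed, and -1.10 for members with every spot well above background. The median lay at percentile 0 of 10000 random lists of the same size and signal, whose central 95% ran from -0.84 to 0.55. Several members, such as miR-125b-5p and miR-130a-3p, are also among the miRNAs the study selected on these samples, so the percentile is not fully independent. miR-99a-5p had the lowest difference among miRNAs detected on both arrays, with -2.13 (SE 0.05) or 4.38-fold lower. It was followed by miR-125b-5p, which restrains hematopoietic differentiation and apoptosis, with -1.95 (SE 0.05), and miR-130a-3p with -1.75 (SE 0.03). miR-10a-5p, encoded within Hoxb3, had -1.47 (SE 0.05), which was -0.56 with the RMA-like summary, and miR-126a-3p, encoded within Egfl7 and known for holding stem cells in quiescence, had -1.09 (SE 0.03) or 2.13-fold lower. Of the members detected at week-0 only, miR-146a-5p, a brake on NF-kB signaling, had a log2 difference of -2.51, miR-125a-5p -2.15 and miR-100-5p -1.56 against the lowest detected signal, and let-7e-5p had -2.22 (SE 0.13) with its own signal. They were smaller in the authors' table (-1.16, -0.93, -0.74 and -1.58). With the RMA-like summary, whose offset draws ratios of such dim signals toward 1, they were short of 1.5-fold (-0.31, -0.22, -0.15 and -0.37). With the scanner's total signal per miRNA, the column planned as the main one, miR-125b-5p had the opposite sign (3.21), although that column exceeded the sum of its probes.

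miR-142a, which is restricted to blood cells, was lower at week-3 in both arms. miR-142a-5p had a log2 difference of -0.80 (SE 0.03), 1.74-fold lower, which passed the threshold. miR-142a-3p had -0.42 (SE 0.03), 1.34-fold lower, a ratio of 0.746 that did not reach 0.67. Before scaling, the mean signals of the probes of miR-142a-3p were 851 ± 48.1 (SD over 14 spots) at week-0 and 497 ± 44.0 (SD over 15 spots) at week-3 for the longer probe, and 378 ± 27.1 and 218 ± 13.2 for the shorter one, a ratio of 0.584 and 0.576. For miR-142a-5p the corresponding ratios were 0.472 and 0.490. In the authors' table the differences were -1.19 for miR-142a-5p and -0.47 for miR-142a-3p. The latter is a ratio of 0.721, also short of 0.67, although the paper names miR-142a-3p among the dysregulated miRNAs of its array. The side of the threshold on which miR-142a-3p lay depended on the scaling and the summary. Its difference was -0.73 with the 75th percentile over all miRNAs and -0.78 without normalization, both past 0.67, and -0.58 with the brightest probe alone, which just reached it. That of miR-142a-5p was -0.40 with the RMA-like summary, which is short of it. The probes map to chromosome 11, from 87756904 to 87756925 for the 3p arm and from 87756871 to 87756887 for the 5p arm. The header of the files names mm9 while these positions lie within the Mir142 gene of GRCm38.p6, so the build is uncertain.

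**Figure D2:**
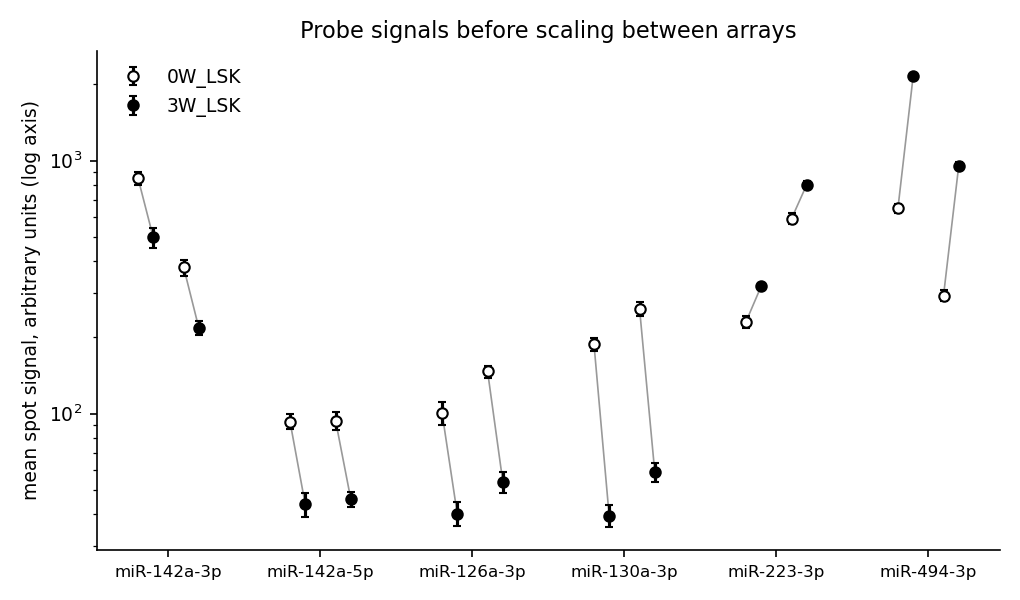
Mean processed spot signal (y axis, log scale, arbitrary units) of the probes of 6 miRNAs (x axis) at week-0 (open) and week-3 (filled) before scaling between arrays; bars are the SD over the spots of a probe within 1 array, and a line joins the same probe on both arrays. Both probes of a miRNA moved the same way, with ratios of 0.584 and 0.576 for miR-142a-3p and 3.32 and 3.25 for miR-494-3p.

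Of the 23 miRNAs that the study selected, all 23 were detected, all 23 had a lower signal at week-3, and 21 passed 1.5-fold. miR-142a-3p and miR-671-5p (-0.46, SE 0.05) did not. The median was -1.09, at percentile 0 of the random lists. With the RMA-like summary all 23 stayed lower but 4 passed, miR-130a-3p, miR-126a-3p, miR-125b-5p and miR-26a-5p, with a median of -0.31. These miRNAs were chosen on these same samples, so neither the count nor the percentile is independent evidence of their direction. miR-34a-5p, a target of p53 that promotes apoptosis, had -1.32 (SE 0.09), miR-26a-5p -1.15 (SE 0.03), miR-29c-3p -1.07 (SE 0.04), miR-374c-5p -1.02 (SE 0.07), miR-222-3p -1.01 (SE 0.07) and miR-30c-5p -0.97 (SE 0.05). Of these, miR-34a-5p (-0.23), miR-29c-3p (-0.44), miR-374c-5p (-0.20), miR-222-3p (-0.22) and miR-30c-5p (-0.31) were short of 1.5-fold with the RMA-like summary. Detected at week-0 only, miR-128-3p had -1.53 (SE 0.16), miR-203-3p -1.48 (SE 0.27) and miR-342-3p -1.48 (SE 0.21), against -1.06, -0.63 and -0.65 in the authors' table and -0.23, -0.13 and -0.16 with the RMA-like summary. With the scanner's total signal the sign turned for miR-34a-5p (3.33), miR-222-3p (1.19) and miR-30c-5p (1.09).

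Members of several families were lower, but of the families with at least 3 detected members, only miR-181 and let-7 had a median below the central 95% of random lists, which also drew on miRNAs with late numbers. Members of a family have similar probes, and some of their genes are neighbours, so they are less independent than the miRNAs of a random list. The percentiles may thus overstate how unusual a family is. Cross-binding within a family was not tested. All 4 members of the miR-181 family passed 1.5-fold, with a median of -1.18 (percentile 0.97 of the random lists, central 95% from -1.04 to 0.84) and values from -0.75 for miR-181b-5p to -1.61 for miR-181c-5p. With the RMA-like summary the median was -0.35 and none of the 4 passed (-0.43 for miR-181a-5p, -0.23 for miR-181b-5p, -0.50 for miR-181c-5p and -0.27 for miR-181d-5p), and with the scanner's total signal miR-181a-5p had -0.11 and miR-181d-5p -0.03. All 5 detected miR-30 members passed, with a median of -0.996 (percentile 3.63, within the central 95% of -1.01 to 0.61), but 0 of the 5 with the RMA-like summary (median -0.33). miR-30a-5p had -1.62 (SE 0.21), -0.49 in the authors' table, and the family median was 0.33 with the scanner's total signal. Both miR-26 members passed, miR-26a-5p and miR-26b-5p (-1.29, SE 0.02), also with the RMA-like summary. In the miR-29 family 2 of 3 passed (1 with the RMA-like summary), with a median of -0.81 (percentile 4.92, within -0.88 to 0.76), and miR-29b-3p had -0.54 (SE 0.03). Of the 9 members of the let-7 family with miR-98, which oppose proliferation, 6 passed (2 with the RMA-like summary) and 8 had lower signals, with a median of -0.603 (percentile 1.33, just below the range of -0.597 to 0.520). let-7c-5p had -0.88 (SE 0.03) and let-7a-5p -0.61 (SE 0.02). Of 4 detected miR-15/16 relatives, 2 passed (1 with the RMA-like summary), miR-322-5p with -1.13 (SE 0.03) and miR-15a-5p, encoded within Dleu2, with -0.73 (SE 0.02). The median of the 4 was -0.58 (percentile 10.6, within -0.74 to 0.90). Without normalization, and likewise with the 75th percentile over all miRNAs, all 4 of these passed, as did 8 of the 9 let-7 and miR-98 members and all 3 of the miR-29 family. Of 10 p53-induced miRNAs 2 were detected, miR-34a-5p and miR-107-3p (-0.60, SE 0.03), both past the threshold but neither with the RMA-like summary (-0.23 and -0.37), with a median of -0.96 that was 1.31 with the scanner's total signal. Apart from the miR-30 and p53 medians under that column, the family medians stayed below 0 under each scaling and summary that was run.

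**Figure D3:**
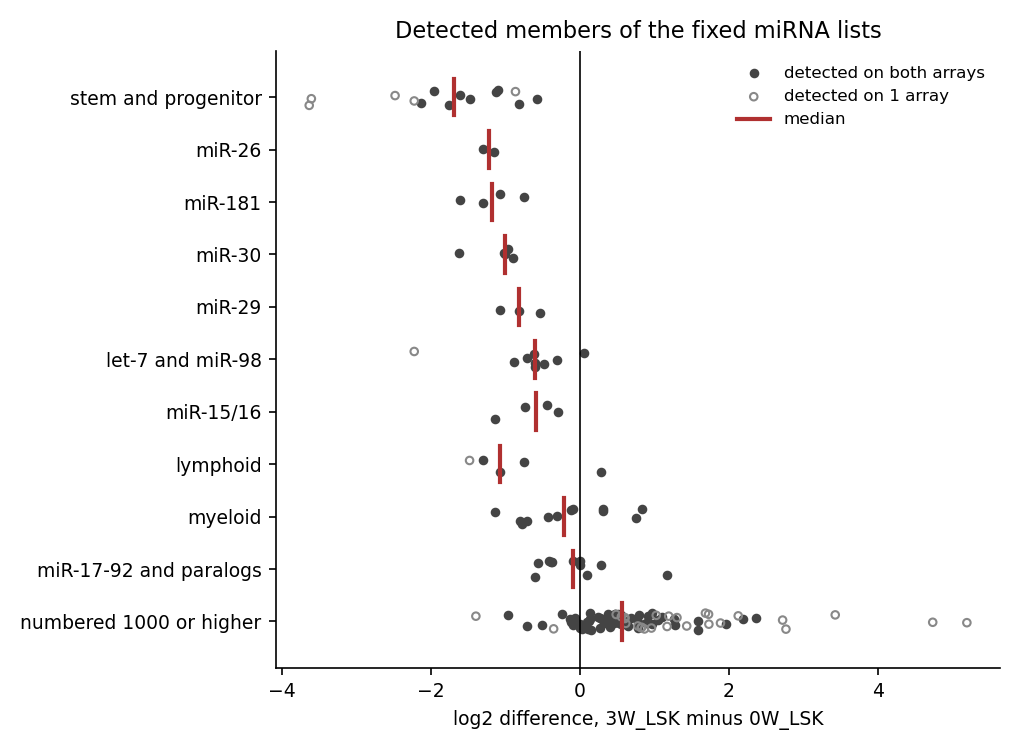
Log2 difference between week-3 and week-0 (x axis) of the detected members of 11 miRNA lists (y axis), 1 array per group; filled points were detected on both arrays, open points on 1, red bars are medians, and vertical scatter within a list has no meaning. The median was -1.68 for the stem and progenitor list, -1.18 for miR-181, -0.20 for the myeloid list and 0.57 for miRNAs numbered 1000 or higher.

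The miR-17-92 cluster, which drives cell proliferation, and its paralogs moved little as a group with quantile scaling. Of 11 detected members 1 was higher and 1 lower, and 0 passed 1.5-fold either way with the RMA-like summary, with a median of -0.08 (percentile 54.9). Without normalization 4 were lower and 1 higher (median -0.41). The 75th percentile over all miRNAs also gave 4 lower and 1 higher (median -0.36). miR-18a-5p was higher, with 1.18 (SE 0.05) or 2.26-fold, although 0.52 with the RMA-like summary is short of 1.5-fold, while miR-92a-3p of the same cluster was lower, with -0.60 (SE 0.02), close to the threshold and short of it with the RMA-like summary (-0.51), the 75th percentile over miRNAs detected on both arrays (-0.55) and even spots (-0.54), and miR-19b-3p had -0.38 (SE 0.03). miR-106b-5p and miR-25-3p, encoded within Mcm7, had -0.55 (SE 0.02) and -0.41 (SE 0.03).

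Of 12 detected miRNAs of myeloid differentiation, 2 were higher, 4 lower and 6 within 1.5-fold (1 higher and 1 lower with the RMA-like summary), with a median of -0.20 (percentile 28.7). Without normalization 0 of the 12 were higher and 6 lower (median -0.54). The 75th percentile over all miRNAs gave 1 higher and 6 lower (median -0.48). miR-223-3p, which marks granulocytes and their precursors, was 1.79-fold higher (log2 difference 0.84, SE 0.02). The difference was 0.45 without normalization and 0.51 with the 75th percentile over all miRNAs, both short of 1.5-fold. miR-21a-5p, among the 5 brightest miRNAs on both arrays, had -0.11 (SE 0.02), miR-146b-5p -0.78 (SE 0.07), which turned to 0.93 with the scanner's total signal and was -0.12 with the RMA-like summary, and miR-322-5p -1.13. Markers of other cell types were mostly undetected or lower. Of the erythroid markers 1 of 7 on the array was detected, miR-451a, at week-0 only, with -2.33 (SE 0.16), -1.53 in the authors' table and -0.32 with the RMA-like summary. Of 10 lymphoid markers 5 were detected and 4 of them were lower (0 past 1.5-fold with the RMA-like summary), with a median of -1.06 (percentile 2.88), and 3 of the 4 belong to the miR-181 family, which LSKs also express. Of 14 stromal or endothelial markers 2 were detected and both were lower, miR-126a-3p and miR-10b-5p (week-0 only, -0.86 with SE 0.20, but -0.26 in the authors' table and -0.09 with the RMA-like summary), both also in the stem and progenitor list. None of the 19 miRNAs of liver, muscle, neurons, islets or epithelia was detected (0 of 19).

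miR-494-3p was higher at week-3, with signals of 940 and 3101 and a log2 difference of 1.63 (SE 0.01), or 3.09-fold. It was the only detected member (1 of 31 on the array) of the imprinted Dlk1-Dio3 cluster. The highest differences among miRNAs detected on both arrays were those of miR-712-5p (2.42, SE 0.22), miR-8117 (2.37, SE 0.03), miR-714 (2.32, SE 0.13), miR-7042-5p (2.20, SE 0.04), miR-5622-3p (1.97, SE 0.03), miR-1949 (1.59, SE 0.03) and miR-5099 (1.58, SE 0.07). For miR-712-5p and miR-714 part of the probes had signals below 0 at week-0, which lowers the sum. The brightest probe of each gave an unscaled ratio of 3.11 and 3.39, and in the authors' table the log2 differences were 1.05 and 1.04, or 2.08-fold and 2.06-fold higher. With the RMA-like summary miR-712-5p (0.26), miR-714 (0.22) and miR-5099 (0.43) were short of 1.5-fold. Binding of other RNAs to the probes of the miRNAs with the highest differences was not tested. Detected at week-3 only, miR-6969-5p had 2.54 and miR-7005-5p 2.45 against the lowest detected signal, and miR-6997-5p had 1.18 (SE 0.12) with its own signal, against 3.07, 2.19 and 0.90 in the authors' table and 0.74, 0.59 and 0.19 with the RMA-like summary. Of 86 detected miRNAs numbered 1000 or higher, 42 were higher, 3 lower and 41 within 1.5-fold (9 higher and 0 lower with the RMA-like summary), with a median of 0.57 at percentile 100 of the random lists. Of the 86, 59 were detected on both arrays, with a median of 0.48. The others passed the detection filter through 1 array only, which favours large differences among them.

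The brightest miRNAs on both arrays were miR-6366, with unscaled signals of 7481 and 15935, and miR-3963, with 7418 and 7539. Signals of different probes do not rank abundance. Together they held 25.1% of the signal of detected miRNAs at week-0 and 38.0% at week-3. Their normalized difference of 0.00 follows from their rank. For miR-6366 it was 1.09 without normalization. In 6 hairpins both arms were detected on both arrays. The differences of the 5p and 3p arms had a Pearson r of 0.586 and a Spearman rho of 0.486 across these 6, and in 3 of the 6 the arms differed in sign. Both arms of miR-140, chosen after their values were seen, were lower, with -0.90 and -1.08.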

Values the study reported

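With the array, the study reported 52 miRNAs with a fold change of at least 1.5 and 53 with a fold change of 0.67 or less at week-3. By qRT-PCR in LSK samples, it reported a significant decrease of miR-142a-3p, miR-142a-5p, miR-130a-3p, miR-30c-5p, miR-126a-3p and miR-29c-3p. Other miRNAs it tested there tended lower without a statistical difference. Enforced BCR/ABL expression in a murine myeloid cell line significantly lowered most of the selected miRNAs. Whether the LSK samples came from mice other than those on the arrays is not stated. These measurements were not analysed here.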

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

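Control features outside the mouse miRNAs carried strong signals in both groups that no comparison above uses. The features named hur_1, hur_2, hur_4, hur_6 and mr_1 had mean signals over 3 SD above the negative control spots on both arrays. What RNA they bind is not given in the sources used here. The ratio of week-3 to week-0 was 1.71 for mr_1 (mean signals of 1786 and 3059), 1.29 for hur_2, 1.23 for hur_6, 0.988 for hur_4 and 0.966 for hur_1, before scaling. The added control RNAs dmr_285 and dmr_31a both had a ratio of 0.773, and the brighter dmr_3 and dmr_6 had 0.949 and 0.924. With 1 array per group, no sample could be compared with others of its group.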

How the results depend on the processing

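The scanner's total signal per miRNA, planned as the main column, was made an alternative only after the data were examined. The filter to miRNAs with every spot well above background was also chosen then, and all other alternatives were fixed before. Directions of named miRNAs depended on 1 choice: of 895 values of named miRNAs under 15 alternatives, 7 had the opposite sign of a difference past 1.5-fold. All 7 came from the scanner's total signal, so the setting planned as main is the one that turns them. The alternatives fixed as such before gave 0. Filters on detection and signal only select miRNAs and keep their reported values, so that part of the 895 could not turn. Odd or even spots alone and a floor of 8 moved none of the group results beyond 1 SD over spots or 1.5 times a count. No paired analysis was possible because each group had 1 pooled array. Signal over background limited the dim miRNAs: with a detection call that asks for at least as many spots well above background as not, 120 miRNAs at week-0 and 137 at week-3 remained. Causes of the shifts were not tested unless stated.

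With the total signal, 71 miRNAs were higher and 68 lower at 1.5-fold, and 51 and 45 at 2-fold. Signs turned for miR-125b-5p (3.21), miR-34a-5p (3.33), miR-222-3p (1.19), miR-30c-5p (1.09), miR-146b-5p (0.93), miR-30a-5p (0.55), miR-30b-5p (0.33) and for the medians of the miR-30 family (0.33) and the p53-induced miRNAs (1.31). In that column 87.5% of values with an undetected probe were over 5% off the probe sum. Medians moved to -1.94 for the stem and progenitor list, -3.05 for stromal markers, -0.82 for let-7, -0.70 for miR-29, -0.55 for miR-17-92, -0.39 for miR-181, -0.11 for lymphoid markers, -0.32 for myeloid miRNAs and -0.77 for the study's selection. miR-142a-3p moved to -0.55 and the r of the arrays to 0.769.

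Without normalization, miR-142a-3p moved to -0.78 and miR-142a-5p to -1.06. Medians moved to -1.97 for the stem and progenitor list, -1.57 for miR-26, -1.39 for the study's selection, -1.20 for p53-induced miRNAs, -1.12 for miR-29, -0.96 for miR-15/16, -0.94 for let-7, -0.54 for myeloid miRNAs and -0.41 for miR-17-92; by construction these include the array-wide shift, a median difference of -0.18 over miRNAs detected on both arrays (-0.04 with quantile scaling and -0.13 with the 75th percentile over all miRNAs). With the 75th percentile over all miRNAs, miR-142a-3p moved to -0.73 and miR-142a-5p to -1.001, and the medians to -1.91 (stem and progenitor), -1.52 (miR-26), -1.34 (study's selection), -1.07 (miR-29), -0.91 (miR-15/16), -0.89 (let-7), -0.48 (myeloid) and -0.36 (miR-17-92). With the 75th percentile over miRNAs detected on both arrays, only the lymphoid (-0.82) and miR-15/16 (-0.70) medians moved. Quantile scaling over those miRNAs gave 32 higher at 1.5-fold, 17 higher and 16 lower at 2-fold, and -1.45 for the stem and progenitor list, over fewer miRNAs by construction.

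The RMA-like summary gave 11 higher and 10 lower at 1.5-fold, 6 and 1 at 2-fold, and an r of 0.927; its offset of 50 draws ratios of dim miRNAs toward 1 by construction. Under it miR-142a-5p moved to -0.40, and medians to -0.52 (stem and progenitor), -0.81 (miR-26), -0.44 (miR-29), -0.43 (let-7), -0.43 (miR-15/16), -0.35 (miR-181), -0.35 (stromal), -0.33 (miR-30), -0.31 (study's selection), -0.30 (p53-induced), -0.23 (lymphoid), -0.068 (myeloid) and 0.16 (numbered 1000 or higher). The authors' table gave 52 higher and 53 lower at 1.5-fold, 17 higher at 2-fold, an r of 0.914, -1.19 for miR-142a-5p, and medians of -1.41 (stem and progenitor), -1.34 (miR-26), -0.79 (miR-15/16) and -0.32 (myeloid). With the brightest probe alone, miR-142a-3p moved to -0.58, just past the 0.67 threshold.

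Filters changed counts by construction. Detection on both arrays left 30 higher at 1.5-fold and 16 higher and 19 lower at 2-fold, with -1.47 for the stem and progenitor list. No filter on detection gave 200 higher and 233 lower at 1.5-fold, 138 and 143 at 2-fold, and medians of -0.55 (lymphoid), -0.72 (miR-15/16), 0.00 (stromal), 0.00 (p53-induced) and 0.00 (numbered 1000 or higher). Keeping detected miRNAs with a mean normalized signal above the median gave 19 higher and 31 lower at 1.5-fold, 9 and 13 at 2-fold, an r of 0.869, and medians of -1.47 (stem and progenitor) and -0.75 (lymphoid). Every spot well above background gave 12 higher and 17 lower at 1.5-fold, 5 and 7 at 2-fold, and medians of -1.10 (stem and progenitor) and -0.23 (miR-17-92). The list medians and arm correlation that some filters left with too few members have no value there.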

Other observations

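MiRNAs whose genes are neighbours were lower together in some cases and parted in others. The pairs were picked after their values were seen and were not counted against all neighbours, and most miRNAs numbered under 1000 were lower in any case (median -0.48). Mir99a lies within 10 kb of Mirlet7c-1, and miR-99a-5p and let-7c-5p had log2 differences of -2.13 and -0.88. Mir125a lies beside Mirlet7e, and miR-125a-5p and let-7e-5p, both detected at week-0 only, had -2.15 (against the lowest detected signal) and -2.22. Mir181c and Mir181d are neighbours, with -1.61 and -1.06, and so are Mir30b and Mir30d, with -0.996 and -1.01. With the scanner's total signal these last pairs parted, with -1.94 and -0.03 for miR-181c-5p and miR-181d-5p and 0.33 and -1.04 for miR-30b-5p and miR-30d-5p. In the miR-17-92 cluster miR-18a-5p (1.18) and miR-92a-3p (-0.60) parted.

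Of the tests that follow, those of the middle terciles, of myeloid admixture and of single odd probes were chosen after the values were seen, as was the demand that a gap of medians clear its bound by its own spread. MiRNAs numbered 1000 or higher had a median log2 difference 1.04 above the other detected miRNAs (0.57 against -0.48). The 59 miRNAs of that range detected on both arrays had a median of 0.48. Scaling between arrays is unlikely as the source of the gap, since it was 1.18 without quantile scaling, a value that scaling by 1 factor per array leaves as it is. The RMA-like summary narrowed the gap to 0.29, but its offset draws ratios of dim miRNAs toward 1 by construction. With the demand that the gap clear its bound by its spread, the comparison over all terciles left GC content and length of the probes undecided. Neither is likely as the source of the whole gap, since it was 1.36 (bootstrap SD 0.26) in the middle GC tercile and 1.16 (SD 0.22) in the middle length tercile. These hold only 23 and 33 of the 86 miRNAs numbered 1000 or higher. Both stay open for the GC-richest probes, with 55 of the 86 and a gap of 0.35 (SD 0.39). The same holds for the shortest ones, with 49 of the 86 and a gap of 0.46 (SD 0.36). A difference in RNA integrity between the pools and binding of other RNAs to these probes were not tested, and an effect of BCR/ABL stays open.

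The lower level of stem and progenitor miRNAs was set against 3 technical explanations. Low signal of the members is unlikely as the source, since the median of -1.68 lay at percentile 0 of random lists matched on signal. A shift of all miRNAs numbered under 1000 is also unlikely as the whole source, since the median lay at percentile 0 of lists drawn from those alone, whose central 95% ran from -1.02 to -0.04. Both percentiles rest in part on members that the study had also selected on these samples. Part of the study's list with values was also visible when the lists were fixed, so neither percentile is an independent check. Admixture of differentiated myeloid cells cannot be told apart from a change within LSKs. miR-223-3p was higher (0.84), whereas miR-21a-5p was at -0.11 (0.01 with the 75th percentile over miRNAs detected on both arrays), miR-142a-3p at -0.42 and miR-142a-5p at -0.80. However, LSKs express miR-21a-5p and miR-142a-3p themselves at levels that would hide a moderate share, and the lineage depletion and sort would remove such cells. A hypothesis left open is that the LSK gate held a smaller share of stem cells at week-3, or that BCR/ABL lowered these miRNAs within the cells that express it, which was not tested. Counting stem cell subsets within the gate at both times, or measuring these miRNAs in each subset, would help to decide between them. It would not separate BCR/ABL from doxycycline withdrawal or time, since no pool without the transgene was measured. The paper found GFP in only part of the LSKs of Scl/tTA-GFP mice at week-3, its reference for the BCR/ABL protein level. It also reported a higher proportion and number of LSKs at that time.

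miR-18a-5p was 2.26-fold higher (1.18, and 0.52 with the RMA-like summary, short of 1.5-fold), apart from its partners on the miR-17-92 transcript (0.29 for miR-17-5p, 0.00 for miR-19a-3p and miR-20a-5p, -0.38 for miR-19b-3p and -0.60 for miR-92a-3p), of which miR-17-5p, miR-19a-3p and miR-20a-5p were chosen after their values were seen. A single odd probe is unlikely as the source, since the lower of the unscaled ratios of its probes was 1.70 (SE 0.07) and the other 1.95 (SE 0.13), against 1.07 for miR-17-5p and 0.791 for miR-20a-5p. Binding of other RNAs to both probes, which overlap in sequence, was not tested. A change in processing of miR-18a from the shared transcript may be a biological explanation, as a hypothesis that these data do not test.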
